A study of Mus musculus with 6 samples. Its data were reported in "HSA21 Single-Minded 2 (Sim2) Binding Sites Co-Localize with Super-Enhancers and Pioneer Transcription Factors in Pluripotent Mouse ES Cells" (2015).

How the data were processed

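Messenger RNA was sequenced from 6 cultures of mouse embryonic stem (ES) cells. 3 libraries came from clones A6, B8 and C4, which carry a Flag-tagged mouse Sim2 gene at the ROSA26 locus under a promoter that is switched on when tetracycline is withdrawn. The other 3 libraries, numbered 0, 1 and 2, came from EB3 (EBRTcH3), the parental line without the transgene. All 6 cultures were kept without tetracycline for 26 h before RNA was collected. Groups and replicate names were taken from the sample labels. The Sim2 libraries are 1 culture from each of 3 clones, and the EB3 libraries are cultures of 1 line.

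The authors mapped paired reads to the mouse genome build mm9 with BWA at its default parameters, counted the coverage of the exons of each RefSeq gene with a custom pipeline, and deposited the result as RPKM (reads per kilobase of cDNA per 1000000 reads) for each library. The authors tested differential expression with edgeR. The versions of the aligner and of the annotation were not stated, nor was it stated whether counting used the strand or how reads with several equally good positions were treated. The deposited table also gives each gene's position and the cDNA length, which the authors used as the denominator. It lists 22602 genes, and 0 columns of per-sample values were left unused. Listed positions were compared with an mm9 annotation for 21457 gene symbols, and 99.0% of them overlapped the annotated gene. Positions are given here as 1-based coordinates of mm9.

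RPKM values are not counts, so no count model was used for the main results. The depth could still be read from the file. Each RPKM value multiplied by its cDNA length was a whole multiple of a fixed step in its library, for 100% of values, and the number of steps gave the reads. The recovered totals were 25095861 reads for A6, 25766424 for B8, 28269340 for C4, 27292453 for EB3-0, 26741213 for EB3-1 and 26100496 for EB3-2. More genes had 2 reads than 1 read (742 against 199 in A6), as when both mates of a pair are counted, so the number of independent fragments is lower than these totals. At these depths 1 read in a cDNA of 2 kb is worth 0.0177 to 0.0199 RPKM.

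RPKM values were transformed to log2(RPKM + 0.5). Genes with a mean RPKM of at least 1 over the 6 libraries were tested, which left 11595 genes (51.3%). The main test was limma (version 3.58.1, in R 4.3.3), with lmFit and with eBayes with an intensity trend, on all 6 libraries with no covariate. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 is called a difference. Fold changes are on the log2(RPKM + 0.5) scale, which understates the change of genes with low values. For single genes a 2-sided exact permutation test of the difference of means was added. With 3 libraries against 3 its smallest possible p is 0.1.

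A design for whole counts had also been fixed and was not used, because the values are RPKM. The genes named were picked by a rule: Sim2 and its partner Arnt, the 5 largest rises and the 5 largest falls among called genes whose 3 Sim2 values all lie on one side of the 3 EB3 values, 5 core pluripotency genes, and at most 5 called genes from each gene list. This rule, the main tests, the gene lists and most of the other settings were fixed before the data were examined.

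Gene lists were matched by symbol. The authors' list of genes nearest to regions bound by SIM2 in chromatin immunoprecipitation of at least 2 clones holds 1992 genes, of which 1823 are in the table and 1169 were tested. Their list of genes whose promoters contact such a region in chromatin interaction data holds 310 genes, of which 260 are in the table and 241 were tested. A list of 22 genes was taken from the second list by the authors because they differed in these same libraries, and 21 of them were tested. 5 marker lists were written for this work: core pluripotency, naive pluripotency, primed pluripotency, neural, and the bHLH-PAS family. Ranked lists were tested with fgsea (version 1.28.0, weighted score, 10000 permutations of genes) on the log2 fold change. Lists were also tested with camera (correlation between genes set to 0.01, or estimated) and fry, both from limma. Called genes were compared with lists by a 2-sided Fisher's exact test against the tested genes, Sim2 itself left out. The site list was also set against 10000 random lists matched on mean expression in 20 bins.

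For GC content, transcripts of an mm9 annotation were matched by symbol, and 96.1% of tested genes had a value. Trends of each library with GC content and cDNA length were removed with natural splines of 5 degrees of freedom each. Along each chromosome, runs of shifted genes were sought by least-squares segmentation of the detrended log2 ratios (Python 3.11.15, numpy 2.4.6), with at least 10 genes in a run, a penalty per run of 6 times the variance times the natural log of the number of genes, ratios limited to 3 robust SDs, and a median of at least 0.2 in absolute value. These settings were chosen after the data had been seen. The search was repeated on 100 permuted gene orders. Transcripts of the named genes were searched against the genome with blastn (version 2.17.0+), and a copy was recorded where at least 200 bases matched at 90% identity or more, over 50000 bases from the gene.

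The other settings tried were pseudocounts of 0.1 and 1, no filter on low values, a mean RPKM of at least 5, median-of-ratios rescaling, quantile normalization, eBayes without trend, robust eBayes, weights per group, other tests for the ranked lists, sites found in all 3 clones, a log2 change beyond 1, and leaving out each library in turn. 4 settings were added after seeing the data: limma-voom on the recovered reads, removal of the GC and length trends, EB3-1 and EB3-2 averaged as 1 library, and removal of the genes inside the runs on chromosomes 14 and 15.

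The tests were tried on simulated data. Of 200 genes changed by a log2 value of 1 among 11595, limma recovered 199 (99.5%) with 13 false calls. With no gene changed it made 1 false call. A list of 1169 genes with a planted shift of 0.20 reached an enrichment score of 0.765 (permutation p = 0.000542), and an unshifted list gave p = 0.781. In each of the 3 simulated clones the segmentation found the 2 planted runs, and it found 0 runs in the simulated EB3 libraries. The simulated genes varied independently, with a dispersion of 0.01 for all. No trends with GC content or cDNA length and no unequal distances between libraries were simulated. The planted list shift and runs were larger than the shifts found for the site list and chromosome 15. These trials therefore do not show how the tests behave on the real libraries.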

Results

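The mRNA levels of 22602 genes were measured as RPKM in 6 libraries of mouse ES cells, 3 from Sim2-expressing clones (A6, B8 and C4) and 3 from the parental EB3 line. SIM2 is a bHLH-PAS transcription factor, and the comparison asks which transcripts change when it is switched on for 26 h. Depth ranged from 25095861 reads in A6 to 28269340 in C4, so 1 read in a cDNA of 2 kb is worth at most 0.0199 RPKM. The libraries of a group were not equally far apart. Across tested genes Pearson's r was 0.997 between EB3-1 and EB3-2, but 0.980 between EB3-0 and EB3-1. Among the clones it was 0.993 for A6 with C4 and 0.979 for A6 with B8. Genes are not independent replicates, and these coefficients describe pairs of libraries. In a chi-square comparison of reads per gene, EB3-1 and EB3-2 differed by 2.65 per gene on average, against 65.5 for EB3-0 with EB3-1. Between EB3-1 and EB3-2 this was 2.08 for genes with 10 to 50 reads, 2.09, 2.20, 2.30 and 2.87 in the classes that follow up to 10000 reads, and 5.75 for genes with more. Where the mates of a pair are counted apart, sampling noise alone gives a value near 2, so EB3-1 and EB3-2 differed beyond it mainly in the most read genes. The study describes its EB3 libraries as independent replicates. EB3-1 and EB3-2 were therefore kept apart, although their closeness makes the SDs given for EB3 with n = 3 rest largely on EB3-0, and calls that are lost with both averaged as 1 library are named.

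Sim2 (chromosome 16, 94085505 to 94348638, plus strand) was examined first, since it checks the labels. It reached 196.04 RPKM in A6, 212.42 in B8 and 168.40 in C4. The same gene had 0.130 RPKM in EB3-0, 0.0917 in EB3-1 and 0.104 in EB3-2, which correspond to 13, 9 and 10 reads. The means were 192 ± 22.3 (SD, n = 3 clones) and 0.109 ± 0.0194 RPKM (SD, n = 3 cultures). The log2 fold change was 8.30 with a standard error of 0.12 (limma, adjusted p = 1.55e-08). The exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. Leaving out 1 library moved the adjusted p from limma to at most 2.73e-06.

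Arnt, which encodes a dimerization partner of SIM2 (chromosome 3, 95238312 to 95301161), did not differ. Its level was 19.5 ± 1.62 RPKM in the clones and 19.8 ± 0.809 RPKM in EB3 (SD, n = 3 each), with a log2 fold change of -0.02 ± 0.10 (SE). The adjusted p from limma was 0.930, and the exact permutation test gave p = 1. The sign of this small change depended on the library left out, from -0.08 to 0.04.

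**Figure D1:**
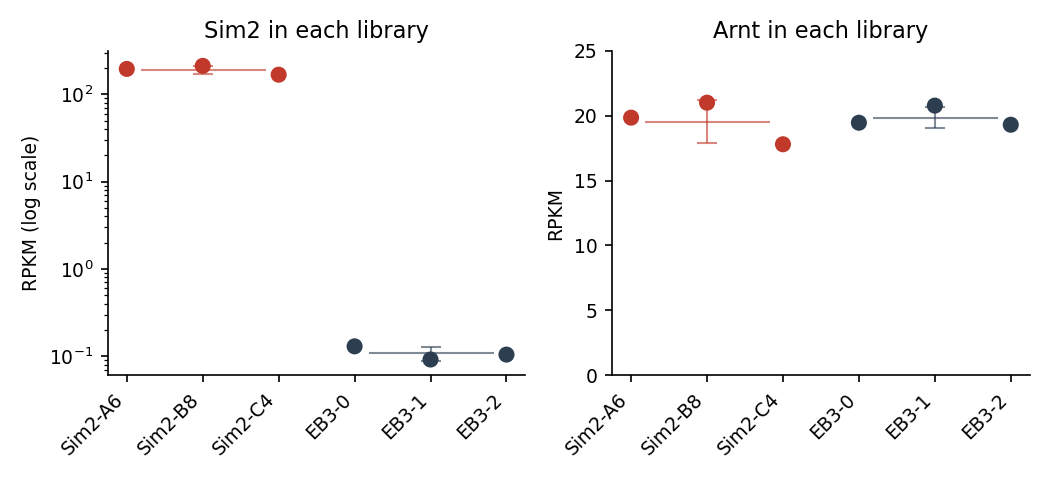
RPKM of Sim2 (logarithmic axis) and Arnt (linear axis) in each of the 6 libraries, with points for libraries and bars for the group mean ± SD. Sim2 lies between 168 and 212 RPKM in the clones and at or under 0.130 RPKM in EB3, while the Arnt values of both groups overlap.

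Across 11595 tested genes, 81 differed between the Sim2 clones and EB3 (limma, adjusted p under 0.05), 40 of them higher in the clones and 41 lower. At an unadjusted p under 0.05 there were 2059. In all 81 called genes the 3 Sim2 values lay on one side of the 3 EB3 values. The same held for 3032 tested genes (26.1%), where chance gives 10%. 39 of the called genes changed by more than 1 on the log2 scale, and apart from Sim2 the changes ran from -2.53 to 1.80. The count depended strongly on single libraries. Without EB3-0 it was 694 (294 higher, 400 lower), and these included all 81. In that fit the only controls are the close pair EB3-1 and EB3-2, with a median SD of 0.05 against 0.16 over the EB3 cultures. The 694 may therefore be too many. Without EB3-1 or without EB3-2 the count was 6, and it was also 6 with EB3-1 and EB3-2 averaged as 1 library. It was 20 without A6, 17 without B8 and 7 without C4. Removing each library's trend with GC content and cDNA length gave 190 called genes, 64 of them shared with the 81. Those 190 were split into 116 higher and 74 lower, so 61.1% were higher against 49.4% of the 81.

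Among the called genes, the 5 largest rises apart from Sim2 were in Nkx6-3, Rab3il1, Cbr3, Lmo2 and Ripk3. Nkx6-3 (chromosome 8, 24263743 to 24269420) rose from 11.3 ± 1.23 to 40.6 ± 4.64 RPKM (SD, n = 3 each), a log2 fold change of 1.80 ± 0.12 (SE; limma, adjusted p = 0.00182). Cbr3 (chromosome 16, 93683464 to 93691236) rose from 37.0 ± 5.90 to 103 ± 6.20 RPKM, or by 1.48 ± 0.12 on the log2 scale (adjusted p = 0.00378 from limma). Both were called in each of the 6 fits that left out 1 library. Rab3il1 (chromosome 19, 10092718 to 10110076) changed by 1.64 ± 0.15 (adjusted p = 0.00848) and was called in 5 of these fits. Lmo2 (chromosome 2, 103810444 to 103822035) changed by 1.38 ± 0.17 and Ripk3 (chromosome 14, 56403832 to 56407694) by 1.37 ± 0.18. Each had an adjusted p of 0.0216 from limma, and each was called in 2 of the 6 fits, with adjusted p up to 0.110. With EB3-1 and EB3-2 averaged as 1 library these 2 genes lost their call (limma, adjusted p = 0.114 for each), and the other 3 did not.

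The 5 largest falls were in Zfp951, Calb2, Aass, Fkbp6 and Otx2. Otx2 (chromosome 14, 49277859 to 49282547) went from 11.2 ± 1.57 RPKM in EB3 to 2.97 ± 0.267 RPKM in the clones (SD, n = 3 each), a log2 fold change of -1.75 ± 0.14 (SE; limma, adjusted p = 0.00378), and it was called in all 6 fits that left out 1 library. Zfp951 (chromosome 5, 105242187 to 105289087) changed by -2.53 ± 0.27 (adjusted p = 0.0126), from 4.54 ± 1.36 to 0.370 ± 0.236 RPKM, and was called in 3 of them. Calb2 (chromosome 8, 112666438 to 112692106) changed by -2.04 ± 0.25, Aass (chromosome 6, 23022173 to 23082986) by -1.89 ± 0.31 and Fkbp6 (chromosome 5, 135767574 to 135825861) by -1.81 ± 0.27. Their adjusted p-values from limma were 0.0216, 0.0443 and 0.0367, and each was called in 2 of the 6 fits. With EB3-1 and EB3-2 averaged as 1 library Otx2 was still called (limma, adjusted p = 0.0210), while the other 4 were not, with adjusted p from 0.0674 for Zfp951 to 0.180 for Aass. For all 10 rises and falls the exact permutation p was 0.1, the smallest possible.

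**Figure D2:**
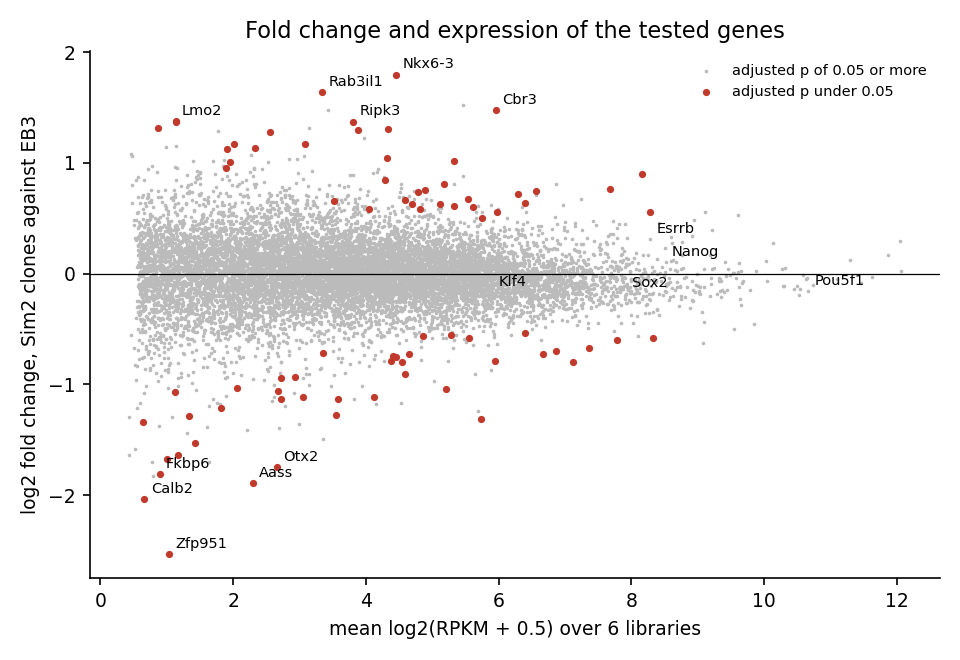
Log2 fold change of Sim2 clones over EB3 against the mean log2(RPKM + 0.5), 1 point per tested gene, with called genes in red and the largest changes and the core pluripotency genes labelled; Sim2, at a log2 fold change of 8.30, is left out. The called genes other than Sim2 run from -2.53 for Zfp951 to 1.80 for Nkx6-3.

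The study asked whether SIM2 acts on the transcripts of genes near its binding sites. In the ranking of tested genes by log2 fold change, the 1169 genes nearest to a SIM2 site lay toward the clones' side, with an enrichment score of 0.360 (fgsea, gene permutation p = 0.000205). Their median log2 fold change was 0.06 against -0.01 for the other tested genes, and 679 of them (58.1%) were higher in the clones against 48.1% of the others. The shift was small beside the standard error of single genes. It exceeded that of random lists matched on mean expression by 0.07 (permutation p = 0.0001, the smallest that the draws can give). With camera at a correlation of 0.01 between genes the p was 0.0124. It did not hold under the other tests that take account of correlation: with an estimated correlation of 0.0365 the p was 0.247, and fry gave 0.215. Leaving out 1 library gave scores of 0.279 (without EB3-0) to 0.388.

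Of the 39 genes called higher, Sim2 left out, 14 (35.9%) were on the site list, against 10.1% of tested genes. The odds ratio was 5.04 (95% confidence interval 2.42 to 10.1; 2-sided Fisher's exact test, p = 1.39e-05). Of the 41 genes called lower, 7 (17.1%) were on the list, an odds ratio of 1.84 (0.687 to 4.23; exact p = 0.185). The difference between both directions was not tested. Without EB3-0, when 694 genes were called against the close pair EB3-1 and EB3-2 alone, the odds ratio for higher genes was 2.21 (exact p = 9.82e-07). Without EB3-1, without EB3-2 or with both averaged it was 4.46, with an exact p of 0.273. It also lost its call without A6 (5.95, exact p = 0.0826) and without C4 (8.93, exact p = 0.0531). Of the 14 listed genes, 5 lie inside runs of shifted genes on chromosomes 14 and 15, and in the fit without the genes of these runs the odds ratio was 9.06 (exact p = 0.000178).

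A second list holds genes whose promoters contact a SIM2-bound region. The 241 tested genes of this list had an enrichment score of 0.242 (fgsea, gene permutation p = 0.186), and their median log2 fold change was 0.02. Without EB3-0 the score was -0.224 (gene permutation p = 0.462). Without a filter on low values it was 0.277 (gene permutation p = 0.0498), and against random lists matched on mean expression the median was higher by 0.05 (permutation p = 0.0016). With camera the p was 0.431, with an estimated correlation 0.360, and with fry 0.50. 1 gene called higher and 2 genes called lower were on it. Of the 22 genes that the authors singled out from it, 21 were tested, 13 of them higher in the clones and 8 lower. Adjusted over the list alone, 21 were called. Adjusted over all tested genes, 3 were called, and leaving out 1 library moved this from 1 to 13, the highest without EB3-0. With EB3-1 and EB3-2 averaged as 1 library 1 was called, Otx2. Because these genes were chosen on the same libraries, the count over the list is not independent evidence. The 3 genes were Otx2, given above, Ube2d3 and Tsc22d1. Ube2d3 (chromosome 3, 135101723 to 135130142) changed by -0.80 ± 0.10 (SE; limma, adjusted p = 0.0216). Tsc22d1 (chromosome 14, 76815628 to 76907573) changed by 0.75 ± 0.10 (adjusted p = 0.0216), and it lies inside a run of shifted genes on chromosome 14 that is described with the chromosomes. Each was called in 1 of the 6 fits that left out 1 library. The transcript of Ube2d3 has a copy of 1399 bases at 94.5% identity on chromosome 2, and that of Tsc22d1 has 233 bases at 92.3% on chromosome 6, so both values are uncertain where reads were shared. The deposited positions of Hnrnpa1, Gm10052 and Gm5643 overlap on chromosome 15, while an mm9 annotation places Gm10052 on chromosome 9 and Gm5643 on the X chromosome as separate genes, so the values of these 3 of the 22 are uncertain.

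The core pluripotency genes did not differ. The log2 fold changes were -0.16 ± 0.13 for Pou5f1 (chromosome 17, 35642984 to 35647722), -0.18 ± 0.13 for Sox2 (chromosome 3, 34548927 to 34551382), 0.10 ± 0.10 for Nanog (chromosome 6, 122657586 to 122663796), -0.17 ± 0.10 for Klf4 (chromosome 4, 55540009 to 55545347) and 0.31 ± 0.16 for Esrrb (chromosome 12, 87702067 to 87862578). Their adjusted p-values from limma ran from 0.346 for Esrrb to 0.645 for Nanog. Esrrb was 352 ± 84.7 RPKM in the clones and 279 ± 4.54 RPKM in EB3 (SD, n = 3 each), the spread of the clones resting on B8 at 449.9 RPKM, and it lies inside a run of genes on chromosome 12 that were raised in B8 alone. The values of 4 of these genes are uncertain, because reads can be shared. Nanog has 1325 bases at 97.4% identity on the X chromosome and overlaps the listed gene Nanogpd, Klf4 has 965 bases at 92.3% on chromosome 9, Pou5f1 has 385 bases at 100% on chromosome 1, and Sox2 overlaps the listed gene Sox2ot on the same strand.

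Of the 5 marker lists, the primed pluripotency list differed between groups. Of its 12 genes 10 were tested, 9 of them lower in the clones, with a median log2 fold change of -0.54 (camera at a correlation of 0.01, adjusted p = 1.27e-05). The difference held with fry (adjusted p = 0.00414) and not with an estimated correlation (adjusted p = 0.166). 3 of these genes were called over all tested genes, and 5 when adjusted over the list alone (Fgf15, Lef1, Otx2, Zic2 and Zic5). Besides Otx2, Lef1 (chromosome 3, 130813389 to 130926249) changed by -1.29 ± 0.16 (limma, adjusted p = 0.0216) and Fgf15 (chromosome 7, 152082437 to 152086856) by -1.06 ± 0.15 (adjusted p = 0.0283), each called in 1 of the 6 fits that left out 1 library. Neither was called with EB3-1 and EB3-2 averaged as 1 library (adjusted p = 0.120 and 0.130). Otx2 is also among the 22 looped genes, and Zic2 and Zic5 lie inside a run of lowered genes on chromosome 14.

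The other lists gave a camera adjusted p of 0.843. The core list of 5 genes, all tested, had a median of -0.16, with 0 called over all tested genes or adjusted over the list alone and 0 at an unadjusted p under 0.05. The naive list, which shares Nanog, Klf4 and Esrrb with it, had 13 of 14 genes tested and a median of -0.09. 0 of its genes were called over all tested genes, and 3 (Klf2, Klf5 and Zfp42) were called when adjusted over the list alone, the same number as at an unadjusted p under 0.05. Of these, Klf2 (-0.46) and Zfp42 (-0.31) were lower in the clones and Klf5 (0.81) was higher. Klf5 lies inside the raised run on chromosome 14. Of 10 neural markers only 4 were expressed enough to be tested, too few to describe that list. Their median was -0.03, and 2 of the 4 (Nes and Tubb3) were called when adjusted over the list alone, 2 at an unadjusted p under 0.05 and 0 over all. Of 16 bHLH-PAS genes 9 were tested, with a median of 0.02, and 1 (Epas1) was called when adjusted over the list alone, 1 at an unadjusted p under 0.05 and 0 over all.

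The spread within groups was compared because the Sim2 libraries are separate clones. The median SD of log2(RPKM + 0.5) was 0.14 over the clones and 0.16 over the EB3 cultures, a ratio of 0.863. This ratio rested on single libraries. Without EB3-0 it was 2.97, and without B8 it was 0.508. With the GC and length trends removed it was 1.25. EB3-0 differed from EB3-1 and EB3-2 with cDNA length. The median log2 ratio of EB3-0 to their mean was 0.37 for genes with a cDNA under 500 bases and -0.65 for genes over 8000 bases.

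**Figure D3:**
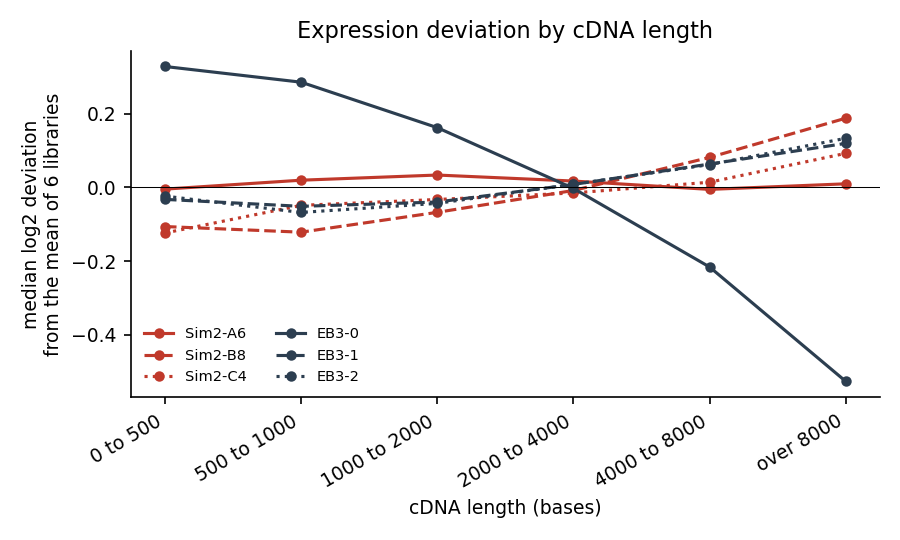
Median log2 ratio of each library to the mean of all 6, by class of cDNA length in bases, 1 line per library. EB3-0 runs from 0.33 in the shortest class to -0.53 in the longest, while EB3-1 and EB3-2 run from -0.03 and -0.02 to 0.12 and 0.13.

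The last comparison followed the fold change along the chromosomes. Log2 ratios to the EB3 mean were centred on the median of all tested genes. Their median on chromosome 15 was 0.25 in A6, 0.19 in B8 and 0.21 in C4 (mean 0.21 ± 0.03, SD, n = 3 clones; 470 tested genes). As a background, each EB3 culture set against the mean of the other two had a chromosome 15 median of 0.05, -0.04 and -0.03. Of 20 chromosomes tested, chromosome 15 had an adjusted p of 4.16e-10 with camera and of 0.0124 with fry. The group medians of the other 19 chromosomes ranged from -0.06 on X to 0.02 on 19. Chromosome 15 was singled out after its values were seen. Without the filter on low values its median was 0.11.

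After removal of the GC and length trends, 3 runs of neighbouring genes were shifted in the mean of the clones. On chromosome 14, 75 genes between 70184797 and 106296036 had a median of 0.50, and 93.3% of them were higher in the clones. Next to it, 21 genes between 106505415 and 123382483 had a median of -0.59, and 95.2% of them were lower. On chromosome 15, 324 genes between 74499513 and 103368423 had a median of 0.23, and 86.4% were higher. Both chromosome 14 runs were found in each of the 3 clones, with nearly the same ends except that the lowered run of A6 began at 118511133. The chromosome 15 run was found in A6 and C4, and in B8 the same genes had a median of 0.20, just under the limit set. B8 alone had 2 runs on chromosome 12, of 56 genes between 85029513 and 93087597 with a median of 0.59 and of 48 genes between 99440510 and 110266662 with a median of -0.92. 0 runs were found in the EB3 cultures, and 0 of 100 permuted gene orders gave a run. The 445 tested genes inside the runs on chromosomes 14 and 15 made up 3.84% of tested genes and held 18 of the 81 called genes (22.2%). The runs and the calls come from the same ratios, so a test of this share is not informative and none is given. Without these genes, 42 of the remaining genes were called (15 higher, 27 lower).

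**Figure D4:**
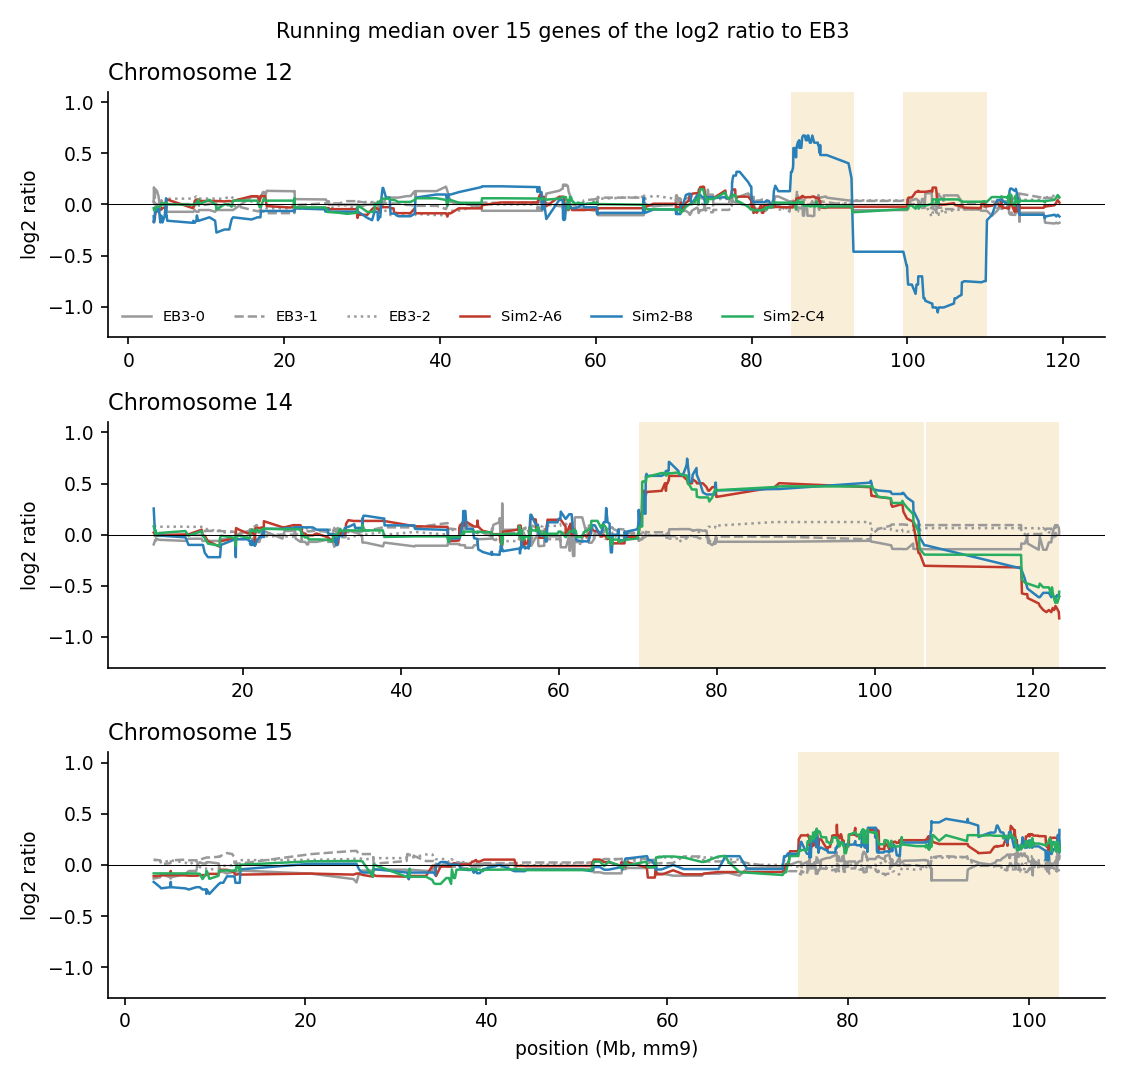
Running median over 15 genes of the detrended log2 ratio along chromosomes 12, 14 and 15 (position in Mb, mm9), 1 line per library, each clone against the EB3 mean and each EB3 culture against the mean of the other two, with the runs shaded. The clones A6, B8 and C4 are shifted together on chromosomes 14 and 15, B8 alone is shifted on chromosome 12, and the EB3 lines stay near 0.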

Values the study reported

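The study reported Sim2 levels of 196.04, 212.42 and 168.40 RPKM in clones A6, B8 and C4, and of 0.13, 0.09 and 0.10 RPKM in the EB3 cultures. It gave an average of 19.7 RPKM for Arnt. With a false discovery rate under 0.05 it found 300 genes higher and 230 genes lower in Sim2-expressing cells. It described 1229 regions bound by SIM2 and an enrichment score of 0.37 for genes near them in the ranking by fold change. It counted 99 differing genes with a bound region, 24 of them lower and 75 higher, which made up 18.7% of the differing genes. It listed 310 genes whose promoters contact a bound region and found 22 of them among the differing genes.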

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

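In this part, the fits on recovered reads, without the GC and length trends, with EB3-1 and EB3-2 as 1 library and without the genes of the runs were chosen only after the results were seen, and so was the choice of chromosome 15. No paired analysis was possible because the clones and the EB3 cultures share no replicate numbers. Fits that left out EB3-1 or EB3-2, or averaged them, called no gene that is lower and off the site list, so they give no odds ratio for lower genes, and the same holds without C4.

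The number of called genes was the least stable result. From 81 it went to 28 (14 higher, 14 lower) without a filter on low values, when 17963 genes were tested, and to 30 (14 higher, 16 lower) without an intensity trend in eBayes. With EB3-1 and EB3-2 as 1 library it was 6 (4 higher, 2 lower). It was 190 (116 higher, 74 lower) with the GC and length trends removed, 42 (15 higher, 27 lower) without the genes of the runs, and 39 (18 higher, 21 lower) for a log2 change beyond 1. The fits that each left out 1 library ran from 6 to 694 genes, 4 to 294 of them higher and 2 to 400 lower, with 694 in the fit without EB3-0. The count was 58 with a mean RPKM of at least 5, 64 with limma-voom, and 77 to 81 under both pseudocounts, rescaling, robust eBayes and weights. Quantile normalization called more (58 higher, 54 lower), 78 of them among the 81. Of the 81 genes, 60 were shared with limma-voom on recovered reads. Part of the fall comes from fewer libraries or fewer genes, and for the trends the cause was not tested.

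Sim2 stayed called in every fit, with adjusted p-values from limma up to 9.57e-06. The Arnt change stayed under the threshold and ran from -0.0757 to 0.0407 over the fits that left out 1 library, changing sign without C4 and without EB3-1. For the 19 other named genes 271 comparisons under the alternatives kept their side of the threshold, 66 were weaker and 0 were reversed. The 271 include those of the core pluripotency genes, which were called in no fit and so had no call to keep. The 66 weaker comparisons are all lost calls. Of the 14 called genes among the 19, 4 were kept with EB3-1 and EB3-2 as 1 library and 14 without EB3-0.

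The site list kept a positive score in every alternative, but it was not past the threshold in 2 of the other tests: its mean difference of 0.0851 had p = 0.247 with camera at an estimated correlation and p = 0.215 with fry. Both take account of genes that vary together. Its odds ratio among genes called higher ran from 2.21 to 8.94 over the fits that left out 1 library and was 4.46 (exact p = 0.273) with EB3-1 and EB3-2 as 1 library, when only 4 higher genes were called. Among genes called lower it was 2.61 with limma-voom (exact p = 0.0316), against a range of exact p up to 0.846 over the alternatives. The looped list passed the threshold without a filter (0.277, permutation p = 0.0498), with a mean RPKM of at least 5 (0.282, permutation p = 0.0383) and when ranked by the moderated statistic (0.263, permutation p = 0.0241). It also did so against random lists matched on mean expression (a median higher by 0.0499, permutation p = 0.0016). Over the fits that left out 1 library its score ran from -0.224 to 0.255, negative without EB3-0. The cause was not tested. Of the 22 looped genes, 1 was called without an intensity trend, 6 with the GC and length trends removed and 1 with EB3-1 and EB3-2 as 1 library. Over the fits that left out 1 library 1 to 13 were called, and 17 to 21 when adjusted over the list alone.

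The primed list, tested with camera at a correlation of 0.01, kept its direction and its side of the threshold in the alternative fits, with medians from -0.68 to -0.30, but with an estimated correlation it was not past the threshold (adjusted p = 0.166). The core and naive lists stayed short of it in these fits. The bHLH-PAS median changed sign without a filter (-0.0206) and with the trends removed (-0.00104) and ran from -0.0376 to 0.0558 over the fits that left out 1 library. The neural median was 0.0355 with EB3-1 and EB3-2 as 1 library and ran from -0.18 to 0.26. Neither list passed the threshold, so these signs carry no call. The ratio of spreads was 1.25 with the trends removed and ran from 0.508 to 2.97 over the fits that left out 1 library. The chromosome 15 median was 0.11 without a filter, 0.16 with the trends removed and -0.0805 without the genes of its run, which is what their removal does by construction.

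Depth was similar in the 6 libraries and limits only genes with low values. With 3 libraries in a group no exact test of a single gene can pass 0.05, so calls of single genes rest on the spread that limma shares across genes.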

Other observations

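The main tests, the random lists matched on mean expression and the fits that each left out a library were fixed before the data were examined. The other tests in this part were chosen after the results they bear on had been seen. In a design of 3 libraries against 3 there are 10 ways to split them, so a split alone cannot exclude chance.

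The number of called genes here was 40 higher and 41 lower. Both are lower than the values quoted from the study above. The called genes near a SIM2 site numbered 21 here, 14 higher and 7 lower. These counts are lower than those quoted from the study above. The 21 genes made up 26.25% of the 80 called genes other than Sim2, which is a larger share than the one quoted. The looped genes called over all tested genes numbered 3 here. That is lower than the value quoted from the study above. With limma-voom on recovered reads 64 genes were called (33 higher, 31 lower), which is further from the study's numbers. It called 4 looped genes, which is slightly closer. The study's own test, edgeR, was not run here. Other fits moved the numbers more. Without EB3-0, 294 genes were called higher and 400 lower, with 13 looped genes called. With the GC and length trends removed, 116 were called higher and 74 lower, with 6 looped genes called. The fits without any other library went the other way, with at most 20 called genes. The cause of the differences was not found.

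For the 81 called genes, 1 of the 10 splits, the real one, gave as many. The other 9 splits called 0 genes, with 75 to 1244 genes at an unadjusted p under 0.05. The count of site genes called in one direction (14) was also reached in 1 of the 10, the real one, but with 0 genes called in the others this adds nothing to the count of calls. The 21 looped genes called over the list alone, again in 1 of the 10, come from a list chosen on that very split. The p for the primed list and the chromosome 15 median were as extreme in 1 of the 10, the real one, and the median reached at most 0.10 in the others. For the site list 5 of the 10 splits gave a score as large, and for the looped list also 5.

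EB3-0 stood apart from EB3-1 and EB3-2. GC content and cDNA length explained 50.8% of the variance of its log2 ratio to them, against 2.34% between EB3-1 and EB3-2, which is consistent with a difference in fragmentation or library preparation as a part of the cause. They do not account for all of it, since the SD of the ratio went from 0.39 to 0.27 once both trends were removed, against 0.13 between EB3-1 and EB3-2. Depth does not explain it, with 27292453 reads in EB3-0 inside the range of the other libraries (25095861 to 28269340). A few abundant genes do not explain it either. The 10 most read genes of each library took 4.88% of reads in EB3-0, 4.02% in EB3-1 and 3.97% in EB3-2, which could shift the other genes by 0.0134 on the log2 scale, all by the same amount. Sim2 in EB3-0 was at 0.0675% of the clones' mean, which leaves no room for an admixture of clone cells. The labels give no batch, so EB3-1 and EB3-2 may have been grown or prepared together, which was not tested. This matters for most calls: leaving out EB3-0 raised the called genes to 694, while averaging EB3-1 and EB3-2 as 1 library left 6. The 694 rest on the close pair EB3-1 and EB3-2 as the only controls, so they may be too many. Sim2, Nkx6-3, Cbr3 and Otx2 were called in both of these fits and in each fit that left out 1 library. By GC content alone EB3-1 and EB3-2 stood apart (rho of -0.57 and -0.51). EB3-0 (0.25) lay with A6 (0.34), B8 (0.16) and C4 (0.13). GC content and cDNA length explained 16.7% of the variance of the clones' log2 ratio to EB3, and 22.8% with EB3-0 left out. The fold changes between groups therefore carry a part of these trends.

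The runs of shifted genes in all 3 clones on chromosomes 14 and 15 may reflect a difference in DNA copy number between the clones and the EB3 cultures. Most genes of each run moved one way (at least 86.4%), a share that the search for shifted runs favours by itself. The medians of the more and the less expressed genes were 0.48 and 0.52 in the raised chromosome 14 run, -0.59 and -0.61 in the lowered run, and 0.25 and 0.20 on chromosome 15. On a linear scale the medians amount to 1.42, 0.663 and 1.18 of the EB3 level. GC and length trends were already removed from the 0.50 median of the raised chromosome 14 run, and 0 of 100 permuted gene orders held a run. EB3-0 is not the source, since without it the smallest run median was 0.23 in absolute value. Chance values of a shared control library are not a likely source, since in 3 pairs of 1 clone and 1 EB3 culture with no library in common the smallest was 0.21. The pairs are not fully independent, because EB3-1 and EB3-2 lie close together. A change carried by the EB3 line would appear in all of them. Action of SIM2 at its sites does not explain the runs, because genes without a site moved by a median of at least 0.23. It cannot be told apart whether the clones or the EB3 cultures changed, since no independent line was used here to decide. Taken gene by gene, the median difference between 2 clones was at most 0.12 in a run, although the medians of the lowered chromosome 14 run were -0.70 in A6, -0.57 in B8 and -0.51 in C4. A subclone from which all 3 clones descend is one candidate source, and a change that EB3 acquired later is another. A copy number in part of the cells would give the small size of the chromosome 15 shift, which was not tested, and neither was the DNA. The runs hold 18 of the 81 called genes, and 17.7% of the 694 called without EB3-0, so these calls need not depend on SIM2. Of the 21 tested looped genes, 7 lie in these runs. Tsc22d1, Klf5, Syngr1 and Tgds changed in the direction of their run. Hnrnpa1, Gm10052 and Gm5643 were lower in the clones while their run on chromosome 15 was raised, so the run does not account for them. The looped gene below the filter, 2610037D02Rik, lies in the same run and was likewise lower in each clone than in each EB3 culture.

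Clone B8 had runs of its own on chromosome 12, at 0.59 and -0.92. The smaller of these, 0.59 in absolute value, was measured after the trends were removed. The largest run median in A6 and C4, set against the same EB3 mean, was 0.0592. At least 87.5% of the genes of each run moved one way, a share that the search for shifted runs favours by itself. A gain and a loss of DNA copies in B8 are a candidate explanation, which was not tested on DNA. The medians of the more and the less expressed genes were 0.64 and 0.45 in the raised run and -0.96 and -0.69 in the lowered one, less alike than on chromosomes 14 and 15. The looped genes Jdp2 and 6430527G18Rik lie in the raised run, and their rise is largest in B8. Esrrb lies there too.

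The higher rank of genes near SIM2 sites was weighed in the same way. Mean expression of the listed genes does not account for it, as their median exceeded that of matched random lists by 0.0696. The score was 0.364 with GC and length trends removed and 0.347 without the genes of the runs. What stays open is that listed genes move together between libraries. The gene permutation p was under 0.05 in 9 of the 10 splits, so an effect of SIM2 and a shared movement of the listed genes cannot be told apart by this test, because the other splits keep a part of the real contrast. With the trends removed, that p was again under 0.05 in 9 of the 10 splits, while a score as large came in 1 of them, the real one. An effect of SIM2 at its sites stays a hypothesis.

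The lower levels of primed markers in the clones were not explained by the runs, by trends or by EB3-0. The list median was -0.30 without the genes of the runs, -0.59 with the trends removed and -0.65 without EB3-0. Of the 10 tested genes Zic2 and Zic5 lie in the lowered chromosome 14 run and Otx2 was picked by the study from these libraries. Otx2 and Fgf15 are also on the list of genes nearest to SIM2 sites. The lower levels may follow from SIM2 or from differences between clones and parental cultures that predate induction. No library of uninduced clones was used here, so these sources were not tested. A change of cell state is not shown. Of the 10 genes 9 were lower, but Dnmt3a (-0.06) and Dnmt3b (-0.10) changed little and Sox3 (0.54) was higher.

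Hnrnpa1, Gm10052 and Gm5643 changed by -0.52, -0.64 and -0.57 on the log2 scale. Their listed positions share 4131 bases on chromosome 15, which is consistent with reads of one locus listed under 3 names. Against this, an mm9 annotation places Gm10052 on chromosome 9 and Gm5643 on the X chromosome, so reads from those positions are not excluded.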
